A study of Homo sapiens with 10 samples.

How the data were processed

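RNA sequencing was done on A549 cells, an established human lung adenocarcinoma line with alveolar epithelial features. Per the labels, 5 lines were grown: wild type (WT), a line labelled as an ABCA3 knockout (KO), and lines carrying the ABCA3 variants L101P, E292V or E690K. Each line was sampled untreated and after overnight transduction with a lentiviral vector carrying ABCA3 fused to GFP at a multiplicity of infection of 20, which makes 10 libraries with 1 library for each line and treatment. No line was sampled in replicate within a treatment, and each genotype is represented by 1 line. The lines other than WT are called edited lines below, as a short name only. Counts per gene cannot show how a line was made, or whether its variant lies in the endogenous gene or in an added copy.

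The deposited table holds whole-number counts per gene for 33551 rows, per the file headers and the values, with 1 column for each of the 10 libraries. Per the labels' protocols, RNA was extracted from lifted cells and libraries were made with a total-RNA kit. The labels name no aligner, counter, genome build or annotation for the deposited counts. The row order was therefore compared with the annotation used here, GENCODE release 29 on GRCh38: 98.5% of the row names matched a gene symbol of that release, and 99.4% of neighbouring matched rows followed its genome order. Coordinates below come from that annotation and from no file of the authors. Rows for EGFP and tdTomato and 11 rows of viral sequences stood beside the human genes, and the 11 viral rows held 0 counts in the 10 libraries. Every row had a name, and no column of per-sample values was left unused.

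Total counts ranged from 59430095 to 96811421 per library, and 19179 to 20186 rows had at least 1 count. Mitochondrially encoded genes took 4.27% to 5.71% of the counts and the 10 most counted genes 6.42% to 6.87%. Even values prevailed among low counts: 81.4% of the values from 1 to 10 were even (80.6% to 82.7% in single libraries), against 51.5% of the values above 1000. A count table in which both mates of a read pair are added separately has that form. Intervals of single-library levels are therefore 95% Wilson intervals on the number of read pairs, taken as the count divided by 2. A count of 0 was set at a nominal level of 3 counts. This level lies below the upper end of the interval: for 0 counts in the untreated KO library these were 0.040 and 0.102 CPM. Reads carry no molecular identifiers, so these intervals cover counting error only.

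Counts were analysed with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr under the design, which left 17978, and library sizes were scaled by the trimmed mean of M-values (TMM, factors 0.972 to 1.03). One additive fit of line and vector over the 10 libraries (4 residual degrees of freedom) gave the vector effect, with the 5 lines as its replicates and line as a block, and the contrasts of each edited line with WT and of L101P with the mean of E292V and E690K. The pairing of libraries comes from the cell lines. It was checked on the distances between libraries: of the 945 ways to pair the 10 libraries, 1 gave a mean distance within pairs as small as the pairing by line (exact permutation test, one-sided p = 0.00106). The quasi-likelihood test (glmQLFit, glmQLFTest) was used with Benjamini-Hochberg adjustment and a threshold of 0.05, and the standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. The common dispersion was 0.0168, a coefficient of variation of 12.9%. In the line contrasts the error is the departure of the libraries from additivity, so that a call describes these lines and not a genotype over independent clones. A fit with a vector by WT term (3 residual degrees of freedom) tested whether the vector effect in WT differed from that in the other 4 lines.

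The genes named in the text followed a rule written before the data were examined, as did the design, the gene lists and the other settings listed below. For the vector effect these were the 5 higher and 5 lower genes with the largest absolute log2 fold change among those with an adjusted p under 0.05, an average of at least 1 on the scale of log2 CPM (counts scaled by the library total) and the same direction in the 5 lines. For each line contrast and the interaction they were the 3 higher and 3 lower genes past the same limits, with the same direction in the untreated and the transduced pair for the line contrasts. ABCA3 and the surfactant protein genes SFTPA1, SFTPA2, SFTPB, SFTPC and SFTPD were always reported. Where the libraries of one side of a contrast all had 3 counts or fewer, a nominal fold is given in place of the fitted value. It is the geometric mean level of the other side over the level of 3 counts. It is not a lower bound, because the interval for 0 counts reaches above that level. How reads shared by near-identical genes were counted is not stated, so the levels of SFTPA1 and SFTPA2, of the keratin genes KRT16 and KRT6A, of MUC5AC, CEACAM6 and CES1 are uncertain where paralogs or pseudogenes share their sequence. Strand use in counting is not stated either. The annotated genes AC106820.1 and ABCA17P overlap ABCA3 and have no row in the table, and reads from them could have entered the ABCA3 row.

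Gene lists (8, of 23 to 32 symbols) were tested with camera in limma 3.58.1, with an inter-gene correlation preset at 0.01, on log2 CPM with a prior count of 2. The rotation test fry and camera with an estimated correlation were run beside it. The distance of an edited line from WT was the root mean square difference of log2 CPM over the tested genes, and the ratio of the transduced to the untreated distance was formed for each of the 4 lines. All 4 ratios share the 2 WT libraries, so 200 simulated sets with no effect of the vector, and 1 set with each line moved halfway to WT, were drawn against the same WT means. Genes were drawn independently, and the move covered every gene. To look for shifts shared by neighbouring genes, which was decided after the data were seen, genes with a mean of at least 2 CPM were cut into windows of 25 along each chromosome, 464 windows for each line.

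The fits were tested on simulated data drawn from the means, library sizes and dispersions of these libraries. With 200 genes changed by 1 on the log2 scale, 99.5% were recovered for the vector effect (8 false calls among 17455 genes), 94.0% for the contrast of KO with WT (7 false calls among 17445 genes) and 80.5% for the interaction (8 false calls among 17462 genes). With no planted change the vector test made 3 false calls among 17486 genes. These rates hold for that setting. Real libraries that depart from additivity may give lower recovery and more false calls. A list shifted by 0.5 was recovered by camera (adjusted p 2.0e-17, no other list called).

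The other settings were 2 other scalings (DESeq2 median-ratio factors and upper-quartile factors), no filter on low counts, a filter of at least 10 counts in every library, the DESeq2 1.42.0 Wald test, removal of mitochondrially encoded, ribosomal RNA and 7SL/7SK genes, a fit without the line block for the vector effect, and leaving out each line's pair in turn. The distance was also computed with a prior count of 10, with at least 10 or at least 100 counts in every library, after thinning to the smallest total, and as 1 minus the Spearman correlation. Halving the counts was added after the data were seen. Because ABCA3 and EGFP ran against the labels in the KO pair, samples kept their labels and are called by them throughout, and no library was moved between groups. Figures were drawn with matplotlib 3.10.9.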

Results

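The series compared gene expression in 5 A549 lines, each with and without a lentiviral vector carrying ABCA3 fused to GFP. ABCA3 is a lipid transporter of the lamellar bodies in which alveolar type 2 cells store surfactant, and the series title presents the vector as a correction of type 1 and type 2 pathogenic variants. The 10 libraries comprised an untreated and a transduced library of the WT line, the line labelled KO, and the L101P, E292V and E690K lines. There was 1 library for each line and treatment, so single-library values have no replicate error. Depth ranged from 59430095 counts in the untreated L101P library to 96811421 in the transduced L101P library.

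The targeted gene was examined first. ABCA3 (ENSG00000167972.13) lies on the minus strand of chromosome 16 from 2275881 to 2340746 in GRCh38, as annotated by GENCODE release 29. The count covers the whole gene and does not separate transcripts of the endogenous locus from those of the vector, and a vector sequence with altered codons might not be counted at all. Untreated WT cells had 30233 ABCA3 counts, a level of 356 CPM (95% interval 350 to 362), and transduced WT cells had 602 CPM (595 to 610). ABCA3 was at 1151 CPM in the untreated and 922 in the transduced L101P library, at 965 and 1021 CPM in the E292V libraries, and at 900 and 994 CPM in the E690K libraries. These untreated libraries were 3.23, 2.71 and 2.53 times the untreated WT level for L101P, E292V and E690K. The library labelled KO untreated had 45023 ABCA3 counts (600 CPM, 592 to 608), 1.69 times the untreated WT level. The library labelled KO transduced had 2092 counts (26.0 CPM, 24.5 to 27.6), which was 0.0432 of the transduced WT level and the lowest of the 10 libraries. In the KO pair the targeted gene therefore went against the labels, and every direction of the vector effect drawn from that pair below rests on them.

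EGFP was counted in a row of its own. From the untreated to the transduced library it rose from 69.7 to 151 CPM in WT, from 1.01 to 36.9 CPM in L101P, from 20.2 to 66.0 CPM in E292V and from 16.5 to 18.5 CPM in E690K. Across the pair labelled KO it fell from 2842 counts (37.9 CPM, 36.0 to 39.9) to 4 counts (0.050 CPM, 0.014 to 0.181). The E690K intervals overlapped (15.3 to 17.9 against 17.2 to 19.9 CPM) and the difference between them was not tested, and those of the other 4 lines did not overlap. EGFP was thus present in the 5 libraries labelled untreated, from 60 counts in L101P to 5924 counts in WT. A tdTomato row had 236 to 756 counts in the 8 libraries outside the KO pair and 0 counts in both KO libraries, where 3 counts correspond to 0.040 CPM untreated and 0.037 CPM transduced.

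**Figure D1:**
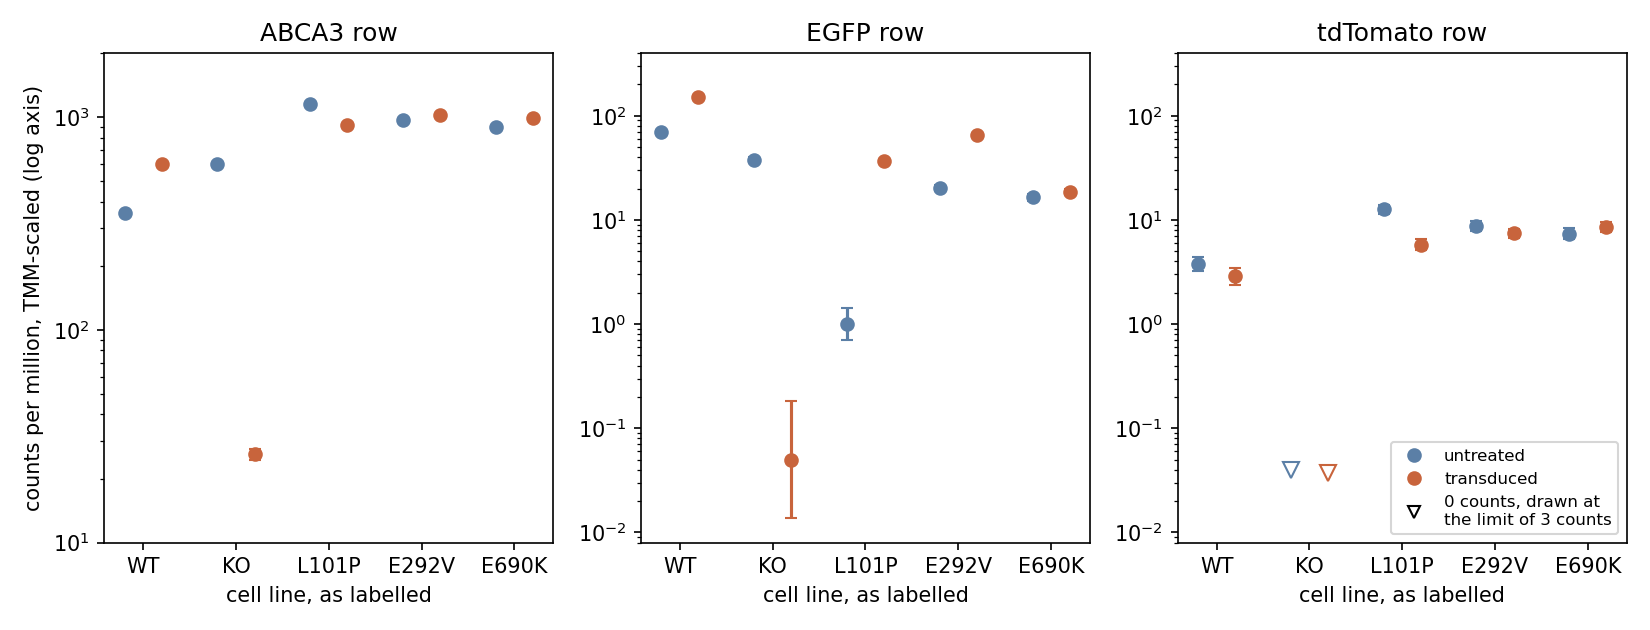
Level of the ABCA3, EGFP and tdTomato rows in each of the 10 libraries, in TMM-scaled CPM (counts scaled by the library total) on log axes, with 95% Wilson intervals on read pairs (often smaller than the points); open triangles mark 0 counts, drawn at the level of 3 counts. ABCA3 and EGFP fall from the library labelled untreated to the one labelled transduced in the KO pair, to 26.0 and 0.050 CPM.

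Over the 5 lines the vector effect on ABCA3 was a log2 fold change of -0.49 (SE 0.55, edgeR adjusted p 0.935), with higher levels in 3 lines and lower levels in the lines labelled KO and L101P. The KO pair decided the direction: without it the log2 fold change was 0.17 (edgeR adjusted p 0.999). The surfactant protein genes were near the detection limit. SFTPA1 had 0 to 11 counts per library, SFTPA2 0 to 10, SFTPB 0 to 12, SFTPC 0 to 26 and SFTPD 10 to 36. SFTPC and SFTPD passed the expression filter, and their vector effects were within the error (log2 fold changes -0.87, SE 0.91, and 0.10, SE 0.47; edgeR adjusted p 0.932 and 0.989).

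To ask which genes the vector changed whatever the line, the 5 transduced libraries were compared with the 5 untreated ones, paired by line. Of 17978 genes, 0 passed an edgeR adjusted p of 0.05, where 1236 had an unadjusted p under 0.05 and the smallest adjusted p was 0.109. No gene is therefore named for this comparison. The count depended on the processing: it moved most without a filter on low counts, where 237 genes passed (198 higher and 39 lower), and it was 118 under the DESeq2 Wald test, 133 without the L101P pair and 3 without the E690K pair. Among the 9460 genes with a mean of at least 10 CPM, the standard deviation of the log2 change from the untreated to the transduced library was 0.18 in WT, 0.18 in KO, 0.25 in L101P, 0.19 in E292V and 0.11 in E690K. Changes of more than 2-fold were seen for 8, 7, 50, 19 and 0 of these genes, in that order of lines. The question whether the 4 edited lines answered the vector otherwise than WT was put to the interaction term, and 0 genes passed (597 with an unadjusted p under 0.05, smallest edgeR adjusted p 0.977), against 9 without a filter on low counts. The direction in the KO pair follows its labels in both tests.

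Each edited line was then compared with WT, averaged over vector status, to describe how the lines differed. These differences cover both treatments and are not those of the untreated lines alone. In the KO line 145 genes were higher and 178 lower than in WT (edgeR adjusted p under 0.05). The corresponding numbers were 419 and 290 for L101P, 53 and 136 for E292V, and 548 and 419 for E690K. The pairs of other lines enter these contrasts through the shared error, and leaving them out moved the counts. The KO count of 323 genes became 1120 without the L101P pair and 147 without the E690K pair. The L101P count of 709 fell to 439 without the KO pair and to 367 without the E690K pair. For E292V, 189 genes became 88, 689 and 57 without the KO, L101P and E690K pairs, and for E690K, 967 genes became 639 and 1993 without the KO and L101P pairs. The labels of the KO pair mattered as well. With these exchanged, a fit chosen after seeing the data, the fold changes stayed close (median absolute difference at most 0.00256 in log2 in each of the 4 contrasts) but the shared error changed, and the counts fell to 142 for KO, 367 for L101P, 105 for E292V and 599 for E690K. Of the named genes, MUC5AC in KO and PXDN, BCAT1 and C1orf61 in E292V did not pass in that fit.

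**Figure D2:**
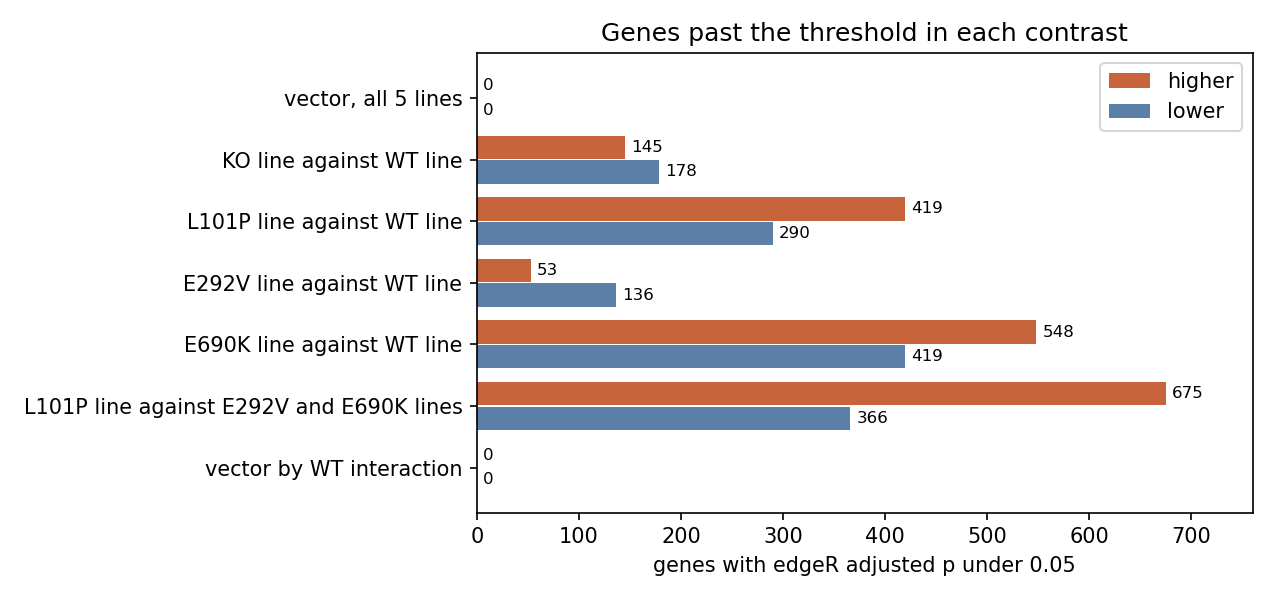
Number of genes with an edgeR adjusted p under 0.05 in each contrast, higher (upper bar) and lower (lower bar), out of 17978 genes tested. The vector effect and its interaction with WT have 0 genes, and the line contrasts have 189 to 1041.

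Several of the largest differences from WT recurred among the contrasts, which share the WT libraries. GFRA1 (chromosome 10, 116056925 to 116273467) had 640 and 1542 counts in the untreated and transduced WT libraries, 2 and 0 in the KO pair, 0 and 0 in the L101P pair, 14 and 36 in the E690K pair, and 532 and 2243 in the E292V pair. With KO and L101P set at 3 counts, GFRA1 was 297-fold lower than WT in KO (edgeR adjusted p 3.6e-06) and 236-fold lower in L101P (3.0e-06). In E690K it was lower by a log2 fold change of -5.34 (SE 0.31, edgeR adjusted p 7.7e-06). DPYSL3 (chromosome 5) was lower than WT in KO, L101P and E690K by log2 fold changes of -6.56 (SE 0.56), -6.34 (SE 0.56) and -4.70 (SE 0.49), with edgeR adjusted p from 1.9e-04 to 3.8e-04. APBB1IP was lower in L101P (log2 fold change -6.95, SE 0.98) and E690K (-5.01, SE 0.82), with edgeR adjusted p of 0.00303 and 0.00384; the E690K difference did not pass under the DESeq2 Wald test (adjusted p 0.127). TFF1 (chromosome 21) was higher in KO, L101P and E690K by log2 fold changes of 3.23 (SE 0.58), 4.42 (SE 0.61) and 3.87 (SE 0.59), with edgeR adjusted p of 0.0162, 0.00260 and 0.00263. MUC5AC was higher in KO (2.68, SE 0.55, edgeR adjusted p 0.0321) and L101P (3.71, SE 0.58, 0.00537). Without the E690K pair, TFF1 and MUC5AC in KO no longer passed (edgeR adjusted p 0.0636 and 0.0793). The remaining named genes were CEACAM6, higher in KO (3.15, SE 0.46), KRT16, higher in L101P (2.84, SE 0.42), and DCLK1 (3.45, SE 0.34) and KRT6A (3.19, SE 0.68), higher in E690K, with edgeR adjusted p from 2.0e-04 to 0.0177. With KO set at 3 counts, the tdTomato row was nominally 82.6-fold lower in KO than in WT (edgeR adjusted p 8.9e-05). This fold is not a lower bound, because the interval of the untreated KO library reached 0.102 CPM, above the level of 3 counts.

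The E292V line differed from WT in other genes. VCAN (log2 fold change 2.39, SE 0.15, edgeR adjusted p 1.6e-05), PXDN (1.62, SE 0.22, 0.00884) and BCAT1 (1.93, SE 0.42, 0.0498) were higher, and CES1 (-4.05, SE 0.56, 0.00884), CPS1 (-1.80, SE 0.22, 0.00515) and C1orf61 (-1.78, SE 0.33, 0.0231) were lower. The BCAT1 call was marginal and was lost under DESeq2 median-ratio factors (edgeR adjusted p 0.0512), the filter of at least 10 counts in every library (0.0564) and the DESeq2 Wald test (0.175), as well as without the KO pair (0.0641) or the E690K pair (0.150). The C1orf61 call was lost without the KO pair (0.0540) or the E690K pair (0.0679). Of the 131 lower genes with a mean of at least 2 CPM and a chromosome position, 63 (48.1%) lay on chromosome X between 2.83 and 56.57 Mb. Of the 150 genes examined there, 149 were lower than in WT, with a median log2 difference of -0.50 in the untreated pair and -0.43 in the transduced pair. The other 228 genes of chromosome X had a median of 0.02, and 1 of them was called. In the KO, L101P and E690K lines the median over the same 150 genes was 0.00, 0.00 and -0.02.

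**Figure D3:**
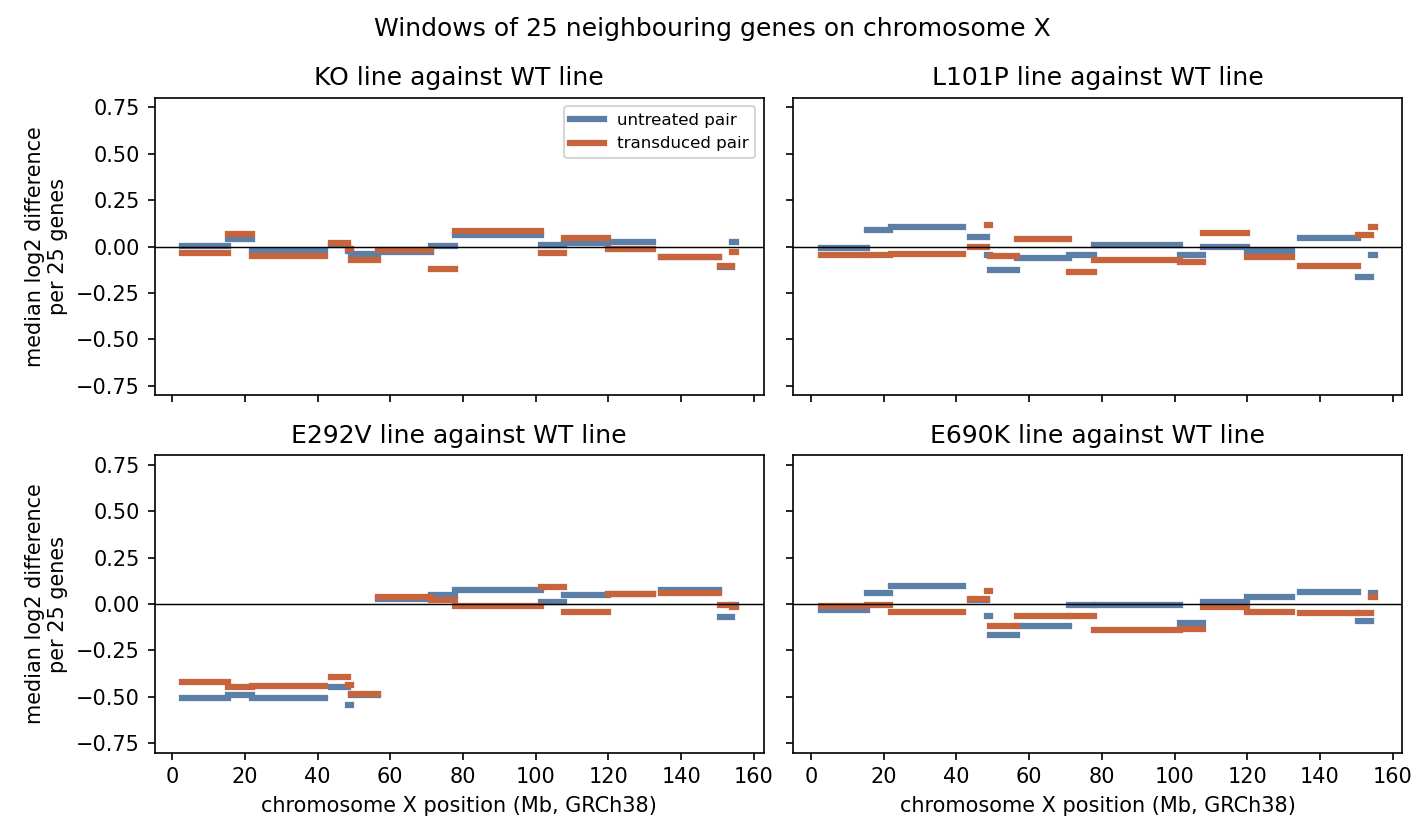
Median log2 difference from WT for windows of 25 neighbouring genes along chromosome X (GRCh38, Mb), 1 panel for each edited line, with the untreated and the transduced pair as separate lines centred on the median of all genes. In the E292V panel the first 6 of 15 windows lie between -0.52 and -0.41 when averaged over vector status and the others lie near 0.

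ABCA3 itself did not differ from WT in any line contrast at the threshold, since the KO pair widened the error: log2 fold changes were -0.91 (SE 0.85) in KO, 1.03 (SE 0.79) in L101P, 1.00 (SE 0.78) in E292V and 0.93 (SE 0.78) in E690K, with edgeR adjusted p from 0.543 to 0.759. Without the KO pair ABCA3 was higher than in WT in L101P (1.15), E292V (1.08) and E690K (1.01), with edgeR adjusted p of 0.0108, 0.0348 and 0.0123. For L101P it also passed without a filter on low counts (edgeR adjusted p 0.0369). SFTPC and SFTPD differed from WT in none of the 4 lines (edgeR adjusted p 0.705 to 0.953).

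The title of the series separates type 1 from type 2 variants, and L101P was compared with the mean of the other 2 variant lines. In L101P, 675 genes were higher and 366 lower (edgeR adjusted p under 0.05). TFF1 (log2 fold change 3.01, SE 0.47), CES1 (2.68, SE 0.41) and MUC5AC (2.53, SE 0.46) were the named higher genes, with edgeR adjusted p from 0.00306 to 0.00761. With L101P set at 3 counts, GFRA1 was 38.2-fold lower on the log scale of the contrast (edgeR adjusted p 1.2e-04), and E292V carried most of that fold. The nominal fold was 246 against E292V alone and 5.92 against E690K alone. APBB1IP (-4.94, SE 1.07) and DPYSL3 (-4.48, SE 0.53) were also lower, with edgeR adjusted p of 0.0184 and 0.00115. APBB1IP did not pass under the DESeq2 Wald test (adjusted p 0.0588). The comparison rested largely on the E292V pair. Without it, L101P against E690K gave 136 genes, and TFF1, CES1, MUC5AC, APBB1IP and DPYSL3 no longer passed (edgeR adjusted p 0.17 to 0.80). GFRA1 still passed (edgeR adjusted p 0.0133), with only 14 and 36 counts in the E690K libraries. Against E292V alone, without the E690K pair, 1981 genes passed, and without the KO pair the count was 683. With the KO labels exchanged it was 731. With 1 line of type 1 and 2 lines of type 2, the variant type cannot be separated from the line.

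Of the 8 gene lists, 0 shifted with the vector (0 with an unadjusted p under 0.05, smallest camera adjusted p in limma 0.306). That count rests on the labels of the KO pair, and with these exchanged 4 lists passed. The median log2 fold changes lay between -0.04, for the surfactant and alveolar type 2 list, and 0.05, for the NF-kB and inflammatory list, and those of the unfolded protein response, cholesterol synthesis, fatty acid and phospholipid synthesis, interferon response, p53 response and lysosome and autophagy lists lay between them. Without the E292V pair the p53 list passed (median -0.07, limma camera adjusted p 0.0266). Over the list alone, 3 of the 16 tested surfactant and alveolar type 2 genes and 1 of the 24 p53 genes passed an edgeR p adjusted over the list alone, where 0 passed over all genes tested. Against WT, the mean of the 4 edited lines was lower for cholesterol synthesis (median -0.15, 4 of 24 genes higher, limma camera adjusted p 0.00254) and the p53 response (median -0.09, 7 of 24 genes higher, 0.0101), and 6 lists did not pass (limma camera adjusted p 0.309 to 0.735). Gene by gene, the cholesterol list had 0, 4, 3 and 15 of 24 genes past an edgeR p adjusted over the list alone in KO, L101P, E292V and E690K against WT, beside 0, 2, 2 and 5 over all genes tested, and the p53 list had 6, 6, 0 and 5, beside 0, 3, 0 and 1. Neither list call held under fry (limma adjusted p 0.328 for both) or with an estimated correlation (0.573 for both). The cholesterol list also failed without the E690K pair (median -0.08, 0.146), and the p53 list without the KO pair (-0.06, 0.126) or the L101P pair (-0.08, 0.0952).

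A broad correction of the edited lines would bring them nearer to WT. The distance of each edited line from WT was therefore compared between the transduced and the untreated pair of libraries. It was taken over all tested genes, so a correction limited to few genes could leave the ratio near 1 and is not tested by it. The untreated distances were 0.72 for KO, 0.77 for L101P, 0.67 for E292V and 0.76 for E690K, in root mean square log2 CPM, and the transduced distances were 0.79, 0.86, 0.69 and 0.77. The ratios were 1.10, 1.11, 1.02 and 1.01, none of them below 1. Their geometric mean was 1.06 (SD 0.0491 over the 4 lines). An exact sign-flip permutation test over the 4 lines gave a two-sided p of 0.12, the smallest it can give. In 200 simulations without any effect of the vector, against the same WT means, 95% of the mean ratios lay between 0.982 and 1.00. A move of each line halfway to WT in every gene gave 0.825. Genes were drawn independently in these simulations, and shifts shared by many genes of a library would widen the range. The mean ratio of 1.06 is therefore not shown to be a move away from WT. The ratio for KO follows the labels of its pair. It moved most when the distance was taken as 1 minus the Spearman correlation, where the mean ratio was 1.16.

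**Figure D4:**
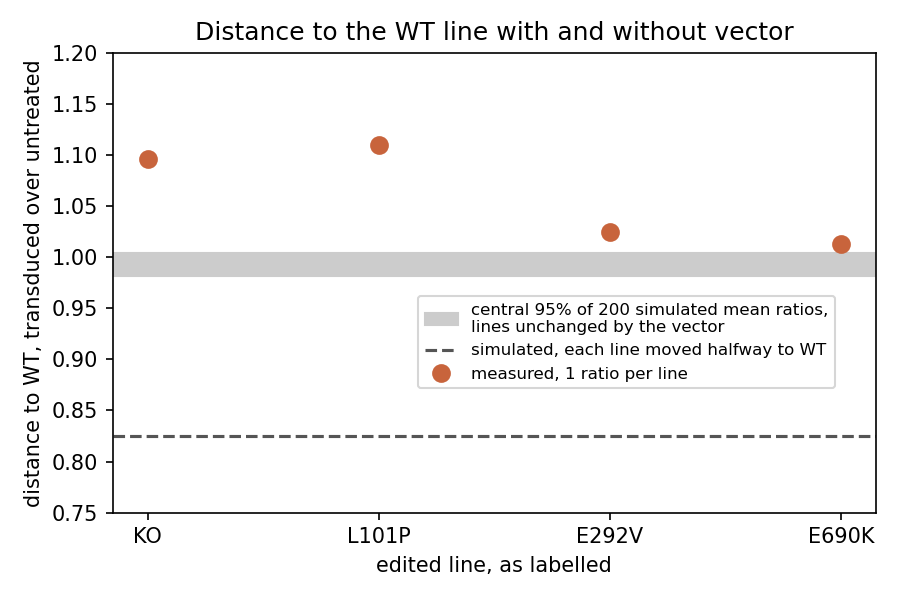
Ratio of the distance to WT in the transduced libraries to that in the untreated libraries, 1 point for each edited line as labelled, with the central 95% of the simulated mean ratios for lines unchanged by the vector (grey band, 0.982 to 1.00) and a simulated halfway move to WT (dashed, 0.825). The 4 measured ratios lie between 1.01 and 1.11. The simulations drew genes independently, so the band may be too narrow, and the halfway move covered every gene.

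Distances between libraries followed the line more than the vector. Untreated and transduced libraries of the same line were 0.65 to 0.76 apart and libraries of different lines 0.67 to 0.99. The nearest library was the other library of the same line for 8 of the 10 libraries, the exceptions being the 2 L101P libraries.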

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

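Each pattern in this part was seen before the tests that bear on it were chosen. Over 15 sets of 4 to 10 libraries or lines examined for a single extreme value, 1 stood beyond the limit, and about 1 in 20 sets does so by chance.

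The change of ABCA3 with the vector in the line labelled KO stood apart from that in the other 4 lines. On the log2 scale it was -4.53, against -0.32 in L101P, 0.08 in E292V, 0.14 in E690K and 0.76 in WT. The gap to the nearest line was 0.796 of the whole range, above the 0.71 that 5 values reach in 1 of 20 sets. EGFP, which the vector carries, fell as well in the pair labelled KO, with a change of -8.99 on the log2 scale, and moved upwards in the 4 other lines, by 0.16 in E690K to 5.17 in L101P. With 1 library for each line and treatment, the difference between KO and the other lines was not tested. Depth is argued against, since the total counts of the KO pair differed by a ratio of 1.08. A library of another line of the series in the pair is argued against as well: tdTomato had 0 counts in both KO libraries and at least 236 in each of the 8 others. A candidate explanation is that the labels untreated and transduced were exchanged within the KO pair, which would make both ABCA3 and EGFP rise with the vector and put the lowest ABCA3 level in an untreated knockout. Against it, 80.1% of the 191 genes with p under 0.01 in the other 4 lines moved the same way in the KO pair as labelled (unadjusted edgeR p, a selection of genes and not a test). That share does not settle the matter. The corresponding share was 85.6% in WT, 76.6% in E292V, 60.7% in E690K, where EGFP hardly changed, and 52.3% in L101P, where EGFP rose most, and genes that vary together count as few observations. Over 9460 genes the change in the KO pair as labelled also ran with that in WT (Pearson r 0.24, Spearman rho 0.34, the highest rho of the 10 pairs of lines), and an exchange would turn the sign. The change in L101P, where EGFP rose, ran against that in WT (-0.21 and -0.28), so the sign alone does not decide. With the KO labels exchanged, the vector effect would have 497 genes at an unadjusted p under 0.05 in place of 1236, and 0 past the threshold in either case, but 4 gene lists past it in place of 0, the most of the 100 splits examined. The exchange and a loss of vector and target expression in the transduced KO culture cannot be told apart here, because each line has a single pair. The labels were kept.

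EGFP was counted in the 5 libraries labelled untreated, where a culture without the vector should have none. The lowest was 60 counts (1.01 CPM) in L101P and the highest 5924 counts (69.7 CPM) in WT. An even leak of reads into all libraries is argued against by the size of the signal. The library with the least EGFP of all 10 had 0.050 CPM, and the lowest untreated level was 20.2 times that. A leak that differs between libraries is not bounded in this way. It stays open for untreated L101P, whose 1.01 CPM compare with 151 CPM in transduced WT. The next lowest untreated level was 16.5 CPM, in E690K. EGFP transcripts may have been present in the untreated cultures, for example from cells already carrying a GFP construct when the lines were made, which was not tested. The untreated libraries thus do not stand for an absence of EGFP transcript, whatever its origin.

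A tdTomato row, for which the labels name no construct, had counts in the 8 libraries outside the KO pair, from 236 to 756, and 0 in both KO libraries. Leaking reads are argued against, since at least 236 counts were present in each of the 8 and none in the other 2. The level was lower in WT (2.86 to 3.81 CPM) than in the 3 variant lines (5.76 to 12.7 CPM), which it did not part from each other: the L101P pair alone spanned that range. A tdTomato construct that was used to make or mark these 4 lines and not the KO line is a possible explanation that was not tested.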

How the results depend on the processing

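The counts of genes past the threshold changed more with the setting than with the scaling. With DESeq2 median-ratio or upper-quartile factors, with at least 10 counts in every library, without mitochondrially encoded, ribosomal RNA and 7SL/7SK genes, and with the counts halved (chosen after seeing the data), all 7 counts stayed within 1.5 times the reported ones. For the vector effect the fit without the line block also gave 0 genes (400 with an unadjusted p under 0.05).

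Without a filter on low counts, the vector effect had 237 genes, its interaction with WT 9, and the contrasts with WT had 982 genes for KO, 1437 for L101P, 662 for E292V and 1659 for E690K, with 1707 for L101P against the other variant lines. None of the 237 genes had been removed by the filter. The gain came from the variance model: the prior degrees of freedom shared across genes were 75.6 without the filter and 8.41 with it. With the DESeq2 Wald test the vector effect had 118 genes, of which 116 were among the 237, and the contrasts with WT had 740, 1227, 429 and 1463 genes for KO, L101P, E292V and E690K; the cause was not tested. The count of 0 genes for the vector effect thus lies near the threshold. Whether more genes respond is not settled by it, because 3 of the 16 splits that part every pair of libraries, the labelled one included, gave 237 or more genes without the filter. The others were the exchange of the L101P pair and that of the KO and L101P pairs, with 298 and 310 genes. The exchange of the KO pair alone gave 12 genes, so the count of 237 also rests on the labels of that pair.

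With the filter, other splits also gave as much as the labelled one. Of 100 splits of the 10 libraries drawn from 126, 21 gave at least 1236 genes with an unadjusted p under 0.05, 3 of them among the 16 that part every pair. The 100 splits make 60 distinct fits, because splits that leave pairs together can be the same fit once the line is in the model, and 12 of the 60 gave as many. As the labelled split gave 0 genes and 0 lists past the threshold, all 100 splits gave as many, and some gave up to 106 genes and 4 lists. The 4 lists came from the exchange of the KO pair alone. The splits that leave pairs together carry line differences into the comparison.

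Leaving out each line's pair in turn gave 0 to 133 genes for the vector effect, 147 to 1120 for KO against WT, 367 to 732 for L101P, 57 to 689 for E292V and 639 to 1993 for E690K, and 136 to 1981 for L101P against the other variant lines; the interaction stayed at 0. The counts of KO, E292V and E690K against WT were highest without the L101P pair, whose libraries differ most from each other and may widen the shared error, and those of KO, L101P and E292V were lowest without the E690K pair, for which the cause was not tested. Its libraries differed least in the genes with a mean of at least 10 CPM (SD of the log2 change 0.11) but not over all genes. In these leave-one-out fits the ABCA3 vector effect lay between -0.88 and 0.17 and was above 0 only without the KO pair, in which ABCA3 fell as labelled. With the KO labels exchanged it was 0.80 (edgeR adjusted p 0.9997). Under the 8 other settings it lay between -0.51 and -0.16, past the threshold in none.

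For the gene lists, the 2 calls against WT fell to 0 under fry and to 0 with an estimated correlation; leave-one-out fits gave 1 or 2 lists there and 0 or 1 for the vector effect. Some medians near 0 changed sign, and the causes were not tested. With at least 10 counts in every library the medians for the vector effect became -0.00073 for the unfolded protein response and -0.034 for the interferon response. Across the leave-one-out fits they ran from -0.080 to 0.092 for surfactant and alveolar type 2 genes, from -0.016 to 0.012 for the unfolded protein response, from -0.043 to 0.042 for cholesterol synthesis, from -0.034 to 0.019 for the interferon response, from -0.074 to 0.0050 for the p53 response and from -0.014 to 0.040 for lysosome and autophagy genes. Against WT they ran from -0.12 to 0.040 for surfactant genes, from -0.021 to 0.012 for fatty acid and phospholipid synthesis, from -0.012 to 0.083 for the interferon response and from -0.022 to 0.17 for NF-kB and inflammatory genes. Sign changes of SFTPC and SFTPD, which have at most 36 counts per library, came from leaving out a pair: SFTPD ran from -0.045 to 0.36 for the vector effect, from -0.41 to 0.84 for L101P against the other variant lines and from -0.42 to 0.12 for the interaction, where SFTPC ran from -0.36 to 1.46.

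The distance ratio was 1.11 with at least 10 and 1.15 with at least 100 counts in every library, and 1.16 as 1 minus the Spearman correlation, where 3 of 4 lines were above 1; the cause was not tested. It lay between 1.04 and 1.08 with a line left out. Of the 296 values of the 30 named results in these settings, 280 kept their direction and side of the threshold and 16 fell short of it in the same direction. ABCA3 in the line contrasts and the interaction kept its side in 58 of 62 values. It passed the threshold in 4, each from a contrast with WT.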

Other observations

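The tests in this part were chosen after the patterns had been seen.

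In the E292V line, genes of one stretch of chromosome X were lower than in WT. Of 464 windows of 25 neighbouring genes, 6 had a median beyond 0.2 on the log2 scale, in the same direction, in both the untreated and the transduced pair, and these were the first 6 of the 15 windows of chromosome X, from 2828788 to 56567868 in GRCh38 coordinates. Their medians lay between -0.52 and -0.41, those of the windows on the other chromosomes between -0.14 and 0.12. In the stretch 149 of 150 genes were lower, at a median of 0.722 of the WT level. A trend with GC content or transcript length is argued against, because the median was -0.47 after a smooth trend with both had been removed. A change in the regulation of the whole X chromosome is argued against by the median of 0.021 over its other 228 genes, which begin at 56729241. The copy number of this stretch in the cultured line stays open as a candidate explanation: the median was -0.50 in the untreated and -0.43 in the transduced pair, and the shift ended between neighbouring windows, as the loss of 1 of several copies may do. The counts hold no DNA measurement, and an effect of the variant itself was not tested, since 1 line carries it. If copy number is the source, 63 of the lower calls of E292V against WT would describe the cultured line and not the variant. In the same search KO and L101P had 0 such windows, and E690K had 2, both on chromosome 19. L101P had medians of -0.28 and -0.33 in these 2 windows when averaged over vector status. They missed the rule because the untreated pair reached only -0.10 and -0.16. Other L101P windows on chromosomes 5 and 19 lay between -0.26 and -0.22 in that average.

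Low counts in the table were mostly even, and 81.4% of the values from 1 to 10 were divisible by 2. That is consistent with both mates of a read pair having been counted separately, and no other process that would give the pattern was tested. Halving the counts, an alternative chosen after seeing the data, gave 354 genes for KO against WT in place of 323.

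DPYSL3 and MUC5AC, named for the contrasts with WT, parted the same groups of lines in both libraries of each pair. DPYSL3 had 5574 and 16572 counts in the untreated and transduced WT libraries and 8543 and 42687 in the E292V libraries, and from 88 to 366 counts in the 6 KO, L101P and E690K libraries. MUC5AC ran the other way, with 990 to 1770 counts in the WT and E292V libraries and 4602 to 43238 in the others. Both also changed within pairs: from the untreated to the transduced library DPYSL3 rose most in E292V and WT, and MUC5AC in L101P and KO. These are values of 1 line each. No explanation was tested, and the origin of the lines from single cells is not given by the labels.

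The L101P pair differed most between its libraries, which were each nearer to a library of another line. MUC5AC rose from 4602 to 43238 counts and TFF1 from 1238 to 10290 across that pair. The transduced library was the deeper one, and the scaled levels rose from 77.1 to 460 CPM and from 20.7 to 109 CPM. Across genes, the vector change in L101P ran against that in WT (Pearson r -0.21, Spearman rho -0.28 over 9460 genes, which are not independent replicates), where the changes in E292V (0.40 and 0.28) and in KO as labelled (0.24 and 0.34) ran with it. These are 3 of the 10 pairs of lines examined, and rho lay between -0.07 and 0.17 in the others.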
